# Ribosome Incorporation Transdifferentiates Chick Primary Cells and Induces Their Proliferation by Secreting Growth Factors

**DOI:** 10.3390/jdb13020019

**Published:** 2025-06-01

**Authors:** Shota Inoue, Arif Istiaq, Anamika Datta, Mengxue Lu, Shintaro Nakayama, Kousei Takashi, Nobushige Nakajo, Shigehiko Tamura, Ikko Kawashima, Kunimasa Ohta

**Keywords:** chick primary cells, ribosomes, cell proliferation, cultured meat

## Abstract

Previously, we reported that mammalian cells, specifically human dermal fibroblasts (HDFs), could be transdifferentiated by lactic acid bacteria (LAB). Later, we observed that HDFs incorporated LAB-derived ribosomes, forming the ribosome-induced cell clusters (RICs) and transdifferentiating into cells derived from all three germ layers. Based on this insight, we hypothesized that incorporating ribosomes into non-mammalian cells could reveal the universality of this mechanism and open the door to commercial applications. Our current study demonstrates that ribosome incorporation can transdifferentiate chick primary muscle-derived cells (CMCs) into adipocytes, osteoblasts, and chondrocytes. Furthermore, the culture medium supernatant from ribosome-incorporated CMCs was found to significantly enhance CMC’s proliferation. RNA-seq analysis revealed that RICs-CMC exhibit increased expression of genes related to multi-lineage cell growth. In addition, we developed a novel technological shift in meat production—the “CulNet System”—which replicates organ interactions within mechanical systems for cell-cultured meat production. While significant efforts are still required to implement this technology in a cost-effective manner, we believe that combining the “CulNet System” with ribosome-incorporated multipotent cells that have prolonged culture capability could substantially improve the scalability and cost-effectiveness of cultured chicken meat production. This report highlights a promising approach for cell-culture-based meat production, offering a sustainable alternative to traditional methods.

## 1. Introduction

The consumption of livestock meat is a prominent feature of human diets worldwide. However, its consumption is associated with numerous global challenges, including pollution, resource depletion, and adverse environmental impacts [1]. For instance, methane gas released from cattle burping significantly contributes to these environmental burdens [2]. Methane has a greenhouse effect 23 times greater than that of carbon dioxide [3].

Globally, methane emissions from cattle and other livestock are estimated to be the equivalent amount of approximately 3 billion tons of carbon dioxide annually, accounting for about 5% of total global greenhouse gas emissions [4]. Furthermore, inefficient animal husbandry, combined with rapid economic development and population growth in developing countries, has led to the widespread depletion of essential resources such as water, feed, and grazing land. Specifically, producing 1 kg of beef is estimated to require 24 kg of feed and tens of thousands of liters of water [5]. To address these challenges, various biotechnology companies are actively researching and developing cell-cultured and plant-based meats as sustainable and environmentally friendly protein sources.

Previously, we reported that incorporating lactic acid bacteria (LAB) into human dermal fibroblasts (HDFs) induced the formation of multipotent cell clusters capable of differentiating into cells derived from all three germ layers [6,7]. We subsequently identified ribosomes within LAB as key factors facilitating the acquisition of multipotency through transdifferentiation, and similar findings were observed in HDFs and mouse embryonic fibroblasts (MEFs) [8,9,10]. Additionally, we demonstrated that ribosomes exhibit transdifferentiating effects on adult mouse skin fibroblasts, human cancer cell lines, and glioblastoma stem-like cells [11,12,13,14,15]. However, the universality of this phenomenon in primary cells from other species has yet to be elucidated. To explore this, we investigated whether chick primary muscle-derived cells (CMCs) could acquire multipotency and differentiate into other cell types upon incorporation of ribosomes.

The production of cell-cultured meat is being pursued as a potential solution to environmental and resource-related challenges [16]. However, the high production costs, compared to livestock meat, have hindered its widespread adoption. These elevated costs are primarily attributed to the reliance on multiple growth factors in the culture medium [17]. Moreover, the field of cultured meat remains in its early stages, and technologies for large-scale culturing of cells, particularly those with muscle-like tissue organization, are still under development. Despite these challenges, progress continues to be made annually, with the goal of optimizing the cost and productivity of cell-cultured meat [18,19]. To this end, the bio-venture company IntegriCulture has developed a promising approach to address some of these challenges. The company’s CulNet System simulates the interactions between organs within an organism [20]. In this system, various cell types are cultured in individual containers, and the supernatant is collected and circulated, similar to the function of blood, to supply nutrients to the target cells. This approach eliminates the need for costly growth factors and has led to significant cost reductions.

Nevertheless, further reduction in production costs remains a critical challenge for the practical implementation of cultured meat. In fact, various studies have been conducted aimed at replacing conventional growth factors and improving the efficiency of cell culture. For example, recombinant porcine FGF1 purified from *Escherichia coli* (*E. coli*) has been used as a substitute for traditional growth factors, and research into serum-free media that do not rely on animal-derived growth factors has also been carried out [21,22]. Additionally, conditioned medium derived from the rat liver epithelial cell line RL34 has been reported to promote the proliferation of other cell types [23,24]. Building upon these prior studies, we hypothesized that the application of ribosome-incorporation technology to induce the formation of multipotent cell clusters could enhance production efficiency within the CulNet System. Specifically, we speculated that ribosome-incorporated cells might acquire stem cell-like characteristics and secrete growth factors and other beneficial substances extracellularly, thereby contributing to increased production efficiency and reduced costs in the CulNet System. To evaluate this hypothesis, we investigated whether ribosome-incorporated cells secrete growth factors into the culture supernatant. Cells were cultured using the collected supernatant, and their proliferation rates were evaluated. As a result, cell proliferation was significantly enhanced when cultured with supernatant derived from ribosome-incorporated cells. These findings suggest that combining ribosome-incorporated cell technology with the CulNet System could improve production efficiency and reduce costs in cultured meat production.

## 2. Materials and Methods

### 2.1. Isolation of Chick Muscle-Derived Cells

To isolate chick muscle-derived cells, fertilized chicken eggs obtained from Yamagishi (Wakayama, Japan) were incubated at 37 °C and 60% humidity for 12 days in an incubator (Showa Furanki, Saitama, Japan). The eggs were then cracked open, and chicken thigh muscle tissues were collected in Dulbecco’s Modified Eagle Medium (DMEM) containing 1% Penicillin-Streptomycin-Amphotericin B (PSA) solution. The tissues were mechanically dissociated using a 10 mL syringe plunger and filtered through a 100 μm cell strainer to isolate the cells, using DMEM with 1% PSA. The resulting cell suspension was washed with DMEM containing 1% PSA by centrifugation at 300× *g* for 5 min. After removing the supernatant, the cell pellet was resuspended in DMEM with 10% Fetal Bovine Serum (FBS) and 1% PSA, and plated in 10 cm culture dishes. All procedures were performed under sterile conditions on a clean bench to prevent contamination.

### 2.2. Isolation and Purification of Ribosomes

Tetra-(His)6-tagged ribosomes were isolated from *E. coli* JE28, a strain kindly provided by the Department of Cell and Molecular Biology, Uppsala University, Sweden. Ribosome isolation and purification from *E. coli* JE28 were performed as previously described [8,25]. Briefly, 1% of pre-cultured exponential-phase bacteria were inoculated into fresh LB medium and incubated until cells reached the exponential phase (OD_600_ 0.6–0.8). The culture was chilled immediately and collected by centrifugation at 8000 revolutions per minute (RPM) for 5 min at 4 °C. The pellet was resuspended in 1× TMAK buffer (10× buffer: 200 mM Tris-HCl, pH 7.8; 100 mM MgCl_2_; 300 mM NH_4_Cl; 1.5 M KCl) with 100 mM PMSF, then disrupted by sonication. Cell debris was removed by centrifugation at 10,000 RPM for 10 min at 4 °C. The supernatant was collected and incubated overnight at 4 °C with cOmplete His-tag purification beads (Roche, Basel, Switzerland). Ribosomes were purified using a cOmplete His-tag purification column (Roche, Basel, Switzerland). Final purification was carried out using Amicon Ultra 100-kDa filters (Merck, Darmstadt, Germany). Protein concentrations were determined using a protein assay kit (Bio-Rad, Hercules, CA, USA) and adjusted to the desired concentration with 1× (Phosphate-Buffered Saline) PBS.

### 2.3. Ribosome-Induced Cell Clusters (RICs) Formation of CMCs

Chick muscle-derived cells were cultured until they reached 90% confluency, then trypsinized (Sigma-Aldrich, St. Louis, MO, USA). Trypsinized cells were resuspended in 500 μL ESGRO (Sigma-Aldrich), and 40 μg of purified ribosomes were added to the cell suspension, adjusting the concentration to 1 × 10^5^ cells per well in a 4-well dish. A control plate was prepared in parallel without ribosomes. The detailed strategy for optimizing ribosome quantity in relation to cell number has been previously discussed [11]. The following day, an additional 500 μL of ESGRO was added to each well, and half of the medium was replaced every 2–3 days. These ribosomes induced cell clusters of chicken muscle-derived cells were termed as RICs-CMC in the following sections.

### 2.4. Immunocytochemistry

Chick muscle-derived cells and ribosomes were co-cultured on poly-L-lysine (Sigma-Aldrich)-coated glass slides for 2 days. For immunocytochemistry, cells were fixed with 4% paraformaldehyde (PFA) for 15 min at room temperature (RT), washed three times for 10 min with 1× PBS containing 0.1% Triton X-100 (Sigma-Aldrich), and blocked with 5% skim milk in 1× PBS containing 0.1% Triton X-100 for 1 h at RT. Cells were incubated overnight at 4 °C with a primary antibody (Mouse anti-His tag, 1:200, ab18184, Abcam, Cambridge, UK). After washing with 1× PBS containing 0.3% Triton X-100, cells were incubated with a secondary antibody (Goat anti-Mouse IgG2a, 1:800, 1080-02, SouthernBiotech, Birmingham, AL, USA) for 2 h at RT in the dark (Supplementary Table S1). After washing, cells were stained with Hoechst (1:500, H3570, Invitrogen, Waltham, MA, USA) for 15 min at RT in the dark. The slides were mounted and imaged using a TCS SP8 STED microscope (Leica, Wetzlar, Germany).

### 2.5. Alkaline Phosphatase Staining

RICs cultured for 1 week were assessed for alkaline phosphatase (AP) activity using the Purple-Color AP Staining Kit (System Biosciences, Palo Alto, CA, USA) following the manufacturer’s instructions. Briefly, RICs were fixed with the provided fixation solution for 10 min at RT, washed twice with 1× PBS, and incubated with AP staining solution for 30 min at RT in the dark. After incubation, clusters were washed twice with 1× PBS, and images were captured using a Leica microscope (DM IL LED Fluorescence Inverted Laboratory Microscope).

### 2.6. Transdifferentiation of RICs-CMC

For transdifferentiation assays, 10 to 100 RICs-CMC were collected 11 days after ribosome incorporation and transferred to the appropriate differentiation induction medium. Adipocyte differentiation was induced using Adipocyte Differentiation Basal Medium StemPro^®^ (Gibco, Carlsbad, CA, USA), osteoblast differentiation using Osteoblast Differentiation Basal Medium StemPro^®^ (Gibco), and chondrocyte differentiation using Chondrocyte Differentiation Basal Medium StemPro^®^ (Gibco). Cells were cultured in the differentiation medium for 14 days (adipocytes) or 21 days (osteoblasts and chondrocytes). Differentiated cells were stained with Oil Red O (Sigma-Aldrich), Alizarin Red S (Sigma-Aldrich), or Alcian Blue (Nacalai Tesque, Kyoto, Japan), respectively. The stained images were analyzed by ImageJ (version 1.53).

### 2.7. Proliferation Assay

Chick muscle-derived cells were cultured to 90% confluency, trypsinized, and resuspended in 500 μL DMEM containing 40 μg of purified ribosomes. A control plate was prepared without ribosomes. After 24 h, the medium was removed, and cells were washed three times with 1× PBS. Fresh medium (1 mL) was added and cultured for 1 week without changing the medium. After 1 week, the culture supernatant was collected, and fresh trypsinized chick muscle-derived cells were suspended in 1 mL of the collected supernatant, adjusting to 1 × 10^5^ cells per well in a 4-well dish. Half of the medium was replaced every 3 days. Cell counts were performed using a hemocytometer on days 1, 3, and 5.

### 2.8. RNA-Sequencing (RNA-Seq)

Control chick muscle-derived cells and ribosome-incorporated chick muscle-derived cells (RICs-CMC) were prepared for RNA-seq according to the sample preparation guidelines from Active Motif. Briefly, control chick muscle-derived cells (1.0 × 10^6^ cells/well) and RICs-CMC (1.0 × 10^6^ cells/well, 130 µg ribosomes) were cultured in ESGRO medium for 14 days. Replicates were prepared to reach a total of 2.0 × 10^6^ cells per condition. Control cells were gently scraped from the culture surface, while RICs-CMC were collected in their floating state. Both samples were centrifuged at 800× *g* for 5 min at 4 °C to remove residual culture medium. The cell pellets were then resuspended in chilled PBS and spun down again under the same conditions. The resulting pellets were flash-frozen in liquid nitrogen and stored at −80 °C until RNA isolation.

Next, RNA libraries were prepared from the purified RNA using the TruSeq Stranded mRNA Sample Preparation kit (Illumina). RNA-sequencing (150 nt paired end reads) was performed utilizing a NovaSeq 6000 (Illumina), following the manufacturer’s guidelines. FastQ reads generated from the samples were processed using the fastp tool (version 0.23.4) to trim low-quality regions (with a Phred quality score cutoff of Q = 30) and remove adapter sequences [26]. The trimmed paired-end reads were aligned to the GRCg7b reference genome (bGalGal1.mat.broiler.GRCg7b, GCA_016699485.1) using the HISAT2 program (version 2.2.1) [27]. Gene-level read counts were extracted using featureCounts (version 2.0.1) with the corresponding GTF file (Ensembl release-111) from the Ensembl genome browser [28]. The read counts were then normalized by DEseq2 (version 1.40.2) and Transcripts Per Million (TPM) [29,30].

### 2.9. Statistical Analysis

Statistical analysis was performed using R (version 4.3.1). Data were analyzed using ANOVA followed by the Tukey–Kramer test for multiple comparisons. Statistical significance was determined as follows: *p* < 0.05 was considered statistically significant.

## 3. Results

### 3.1. Incorporation of Ribosomes into Chick Muscle-Derived Cells Forms Cell Clusters

Previously, we reported that the incorporation of ribosomes into HDFs and MEFs resulted in the formation of cell clusters [8,9,10]. However, this phenomenon has not yet been validated in non-mammalian cells. In this study, we used avian chick primary muscle-derived cells to investigate the effects of ribosome incorporation. CMCs were cultured, treated with trypsin, mixed with 40 μg of purified ribosomes, and co-cultured in ESGRO medium (Figure 1A). This treatment resulted in the formation of ribosome-induced cell clusters (RICs-CMC) (Figure 1B).

To assess the potential multipotency of these clusters, we performed AP staining on the RICs-CMC, which resulted in purple staining, suggesting that the clusters possess characteristics indicative of multipotent cells (Figure 1C). Additionally, immunocytochemistry was performed to confirm the intracellular localization of the incorporated ribosomes. Ribosomes were tagged with a His-tag on the L12 protein, and the presence of the His-tag was detected using an anti-His antibody. Interestingly, the His-tag signal was observed not only in the cytoplasm but also in the nucleus, which aligns with previous findings (Figure 1D) [8,11,13].

### 3.2. RICs-CMC into Mesodermal Lineage Cells In Vitro

To investigate the differentiation potential of RICs-CMC, we cultured the cell clusters in specific differentiation induction media. After 11 days of culturing, the RICs-CMC were transferred to differentiation media to induce adipocyte differentiation (14 days), osteoblast differentiation (21 days), and chondrocyte differentiation (21 days). The differentiated cells were stained using appropriate staining reagents, and the results confirmed successful differentiation into adipocytes, osteoblasts, and chondrocytes, respectively (Figure 2 and Supplementary Table S2: Adipogenesis; 17 ± 1.7%, Osteogenesis; 81 ± 4.9%). These results indicate that ribosome-incorporated CMCs are capable of differentiating into various mesodermal lineage cells in vitro.

### 3.3. Cell Culture Supernatant from Ribosome-Incorporated CMCs Enhances Cell Proliferation

We hypothesized that ribosome-incorporated CMCs might exhibit stem cell-like characteristics, such as the secretion of growth factors into the extracellular environment. To test this hypothesis, we collected the culture supernatants from CMCs following ribosome incorporation and evaluated their effects on CMC proliferation (Figure 3A).

When cultured in serum-free DMEM, CMCs showed poor adhesion and minimal proliferation by Day 1, with little to no increase in cell number between Day 3 and Day 5. In contrast, CMCs cultured in supernatants from ribosome-free CMCs (CMCs-Sp) exhibited better adhesion and a higher proliferation rate than those cultured in DMEM. Notably, CMCs cultured in supernatants from ribosome-incorporated CMCs (CMCs-Ribo-Sp) showed similar adhesion to CMCs-Sp but exhibited a significantly higher proliferation rate thereafter. By Day 5, cell proliferation in the CMCs-Ribo-Sp group was markedly enhanced compared to the other conditions (Figure 3B,C and Supplementary Table S4). These findings suggest that CMCs that incorporate ribosomes secrete factors that promote cell growth.

### 3.4. Ribosome-Incorporated CMCs Express Several Cell Growth Factors

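CMCs are the adherent cells obtained by dissociating thigh muscle of chick embryos, so the culture can hold muscle precursors together with fibroblasts and other cells of the muscle's connective tissue. Growth factors are secreted proteins that bind receptors on the same or on neighboring cells and control their survival and division. Ribosomes are the particles of RNA and protein on which cells translate mRNA, and those added here were purified from E. coli. RNA-seq compared control CMCs with CMCs that had taken up these ribosomes and formed floating clusters (RICs-CMC), with 2 libraries in each group. Both groups were cultured at 1000000 cells per well in ESGRO medium for 14 days, and RICs-CMC received 130 µg of ribosomes per well. Control CMCs were scraped from the surface and RICs-CMC were collected while floating, so the way of collection differed between the groups together with the ribosomes. The paper states that replicates were made up to a set total of cells per condition, and its text does not say whether the 2 libraries of a group came from separate cultures. Libraries were made from mRNA with the TruSeq Stranded mRNA kit and sequenced in pairs of reads on a NovaSeq instrument. The authors trimmed the reads with fastp, aligned them to the GRCg7b genome with HISAT2 and counted read pairs over the exons of each Ensembl gene with featureCounts, without regard to strand. Reads from a gene and from a gene on the opposite strand of the same stretch can therefore not be told apart. The authors also deposited TPM, which divide the reads of each gene by its length and bring every library to a total of 1000000 transcripts.

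The control libraries held 19949036 and 21124473 counted read pairs, and the RICs-CMC libraries held 24308552 and 26960810. The 20 most abundant genes took 20.2% and 20.3% of the counts in control CMCs and 23.1% and 23.0% in RICs-CMC. Counts were normalized by TMM and given per 1000000 (CPM), and the groups were compared with edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment over the 14341 genes with enough counts. The first principal component separated the groups and held 95.3% of the variance between libraries. The 2 libraries of a group differed by more than counting noise, with a chi-square per degree of freedom of 1.89 over 13710 genes in control CMCs and of 3.43 over 13962 genes in RICs-CMC. The p-values measure only the spread between these libraries, which may be technical. Scaling to total counts lowered the median log2 fold change of all genes by a shift of -0.13, and the deposited TPM did so by a shift of -0.23, so a small rise under TMM can turn into a small fall under those scales. The comparisons, the gene lists, the rule for naming genes and the alternatives were set before the deposited tables were examined, except where another time is given. Tables S6 and S7, which hold TPM of these samples, had been read by then, so the lists were not drawn up blind to the values. Genes carry the names given in Table S7 and Table S6, and the others the RefSeq name of the gene at the same position.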

To investigate the specific growth factors released by CMCs incorporating ribosomes, we performed RNA-seq analysis. Differentially expressed gene (DEG) analysis revealed dynamic fluctuations in gene expression. 

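Embryonic muscle holds precursors of muscle fibers, fibroblasts that lay down extracellular matrix, and resident immune cells. Chick cells that sense microbes switch on cytokines, chemokines and secreted acute phase proteins. Some acute phase proteins bind iron, lipids or vitamins. Macrophages engulf microbes and particles and carry scavenger receptors and complement proteins. Of the genes tested, 4548 were higher and 4389 were lower in RICs-CMC at an adjusted p under 0.05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. This balance depends on the scaling, with 3309 higher and 5838 lower under total counts and 2014 higher and 6560 lower by limma on log2(TPM + 1). The fitted change exceeded 2-fold for 1441 of the higher and 1496 of the lower genes. At the thresholds of Figure 4A, 1062 genes were higher and 931 were lower. These counts also depend on the scale, since limma on log2(TPM + 1) gave 700 and 1028 over 2-fold, and 313 and 351 at those thresholds (0 and 0 without a filter on low TPM).

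Of 57 inflammatory cytokines, chemokines and targets of NF-kB, 51 were higher in RICs-CMC, 3 were lower and 3 did not pass the test, with a median log2 fold change of 2.95 under TMM and of 1.83 in TPM (as log2(TPM + 1), here and below). CCL26, a chemokine, had no read in either control library and 514 ± 41.0 CPM (SD, n = 2) in RICs-CMC, which is at least 7331-fold higher against a floor of 3 counts over the control group. IL8L2, a relative of the chemokine interleukin 8 whose neighbor IL8L1 may share reads with it, rose from 133 ± 0.426 to 1638 ± 52.4 CPM (SD, n = 2), a log2 fold change of 3.63 (standard error 0.037, adjusted p = 2.32e-27 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The cytokine gene IL1B, which overlaps CKAP2L, had a log2 fold change of 8.58. The 3 lower genes, CISH, CX3CL1 and IL15, were singled out after their values were seen. Of 24 acute phase and antimicrobial proteins, 22 were higher and 2 did not pass, with a median of 4.57, or 3.77 in TPM. Over the 17 of them on no other list the median was 2.39. The share of the 24 genes in all counts rose from 0.425% to 7.14%. EXFABP, a lipocalin that binds fatty acids and bacterial iron carriers, rose from 817 ± 14.2 to 34864 ± 245 CPM (SD, n = 2). AVD, the biotin-binding protein avidin, rose from 27.2 to 11191 CPM, though related avidin genes may share its reads. The iron carrier TF rose from 314 to 8738 CPM, and the enzyme lysozyme (LYZ) rose by 8.20 on the log2 scale. Of 25 genes of pattern recognition, 15 were higher and 2 were lower, and the receptor gene TLR4, which recognizes bacterial lipopolysaccharide, had a log2 fold change of 3.80.

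Of 37 macrophage genes, 32 were higher, 3 were lower and 2 did not pass. Their median log2 fold change was 4.41, or 4.31 with the genes absent from a group at their bounds. The scavenger receptor gene MARCO rose from 0.185 ± 0.0585 to 1192 ± 60.0 CPM (SD, n = 2), a log2 fold change of 12.60 (adjusted p = 7.11e-30 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The size of this fold is uncertain, because the control level rests on few reads. The complement genes C1QA, C1QB and C1QC had no read in control CMCs and were at least 1079-fold, 597-fold and 1004-fold higher in RICs-CMC. The lower genes were GPNMB, from 1622 to 145 CPM, STAB2, whose deposited TPM and counts differ, and LY86, chosen after its value was seen. Of 22 symbols listed for heterophils and other granulocytes, 10 were found and 8 had enough counts. All 8 were higher, with a median of 4.92, but 5 of them stand on another list too, and the median of the other 3 was 1.64. Together the 8 genes took only 0.00048% of the counts in control CMCs and 0.0139% in RICs-CMC. Of 9 lymphocyte genes, 6 were higher and 1, CD247, was lower. Macrophage, granulocyte and inflammatory genes moved in the same libraries as the matrix and muscle genes, as any genes called between only 2 groups must.

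Of 48 genes of fibroblasts and the extracellular matrix, 35 were lower, 9 were higher and 4 did not pass, with a median of -0.71. The collagen genes COL1A1 and COL6A3 had log2 fold changes of -0.77 and -1.01, and the proteoglycan gene BGN of -3.20. Of 16 smooth muscle and myofibroblast genes, 11 were lower and 2 were higher, DES, which overlaps DNPEP, and SMTN, which reverses in TPM (both picked out after their values were seen). ACTA2, the actin of myofibroblasts, changed by -1.12 and MYLK, the kinase of myosin light chains, by -3.22. Of 17 skeletal muscle genes with enough counts, 8 were higher and 4 were lower, with a median of 0.42 that turned to -0.32 in TPM. Together these 17 genes took only 0.012% of the counts in control CMCs and 0.0076% in RICs-CMC, so skeletal muscle genes were barely expressed in both groups. PAX3, a transcription factor of muscle precursors, fell by 7.02 on the log2 scale, and the cardiac actin gene ACTC1, chosen after its values were seen, rose by 4.15 from 5 reads in control CMCs to 105 in RICs-CMC. Among the genes with the largest falls were TTR at -8.01, MEGF10, a receptor of muscle satellite cells, at -7.23 and ACAN, a proteoglycan of cartilage whose gene overlaps HAPLN3, at -5.19.

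Of 54 genes of ribosome biogenesis, 40 were higher and 2 (NPM1 and UBTF) were lower, with a median of 0.29, or 0.03 in TPM. Of 62 cytosolic ribosomal proteins, 32 were lower, 4 were higher and 26 did not pass, with a median of -0.08. Of 28 genes of oxidative stress and iron, 20 were higher and 5 were lower, with a median of 0.51, or 0.19 in TPM, and the ferritin gene FTH1 rose by 0.94. Some weaker rises under TMM turned into falls in TPM. The median of the 30 genes of the unfolded protein and integrated stress response, of which 23 were higher and 2 lower (VLDLR and CREB3L2, the second chosen after its value was seen), was 0.26 and turned to -0.01 in TPM. That of 37 genes of hypoxia and glycolysis, of which 24 were higher and 8 lower, was 0.26 and turned to -0.01. That of 48 cell cycle genes, of which 19 were higher, 4 lower and 25 not passing, was 0.20 and turned to -0.05. That of the 13 mitochondrially encoded genes, of which 12 were higher, was 0.17 and turned to -0.10.

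Camera, which tests a list against all other genes with a preset correlation of 0.01, called 11 of 33 lists higher and 2 lower, which are the lists drawn in the plot of list members. Its adjusted p was 9.12e-17 for the inflammatory list, 4.86e-11 for the macrophage list, 7.22e-11 for the acute phase list and 4.67e-05 for the matrix list. No call held with an estimated correlation, where the smallest adjusted p from camera was 0.291. In that setting camera rests on the 2 residual degrees of freedom, which leaves little power over 33 lists. Estimated correlations were -0.0088 for the acute phase, 0.056 for the macrophage, 0.104 for the inflammatory and 0.21 for the matrix list. For the acute phase list, and for the granulocyte list at -0.14, the estimate lies under the preset 0.01, so correlation between genes did not undo those calls. For the macrophage, inflammatory and matrix lists the setting cannot tell whether it does. Adjusted over the list alone, the counts of the 33 lists were the same, except that 21 genes of oxidative stress and iron, 9 epithelial genes and 31 genes of the full growth factor list of Table S7 were higher, and 12 smooth muscle genes, 14 growth factor receptors and 31 ribosomal proteins were lower.

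**Figure D1:**
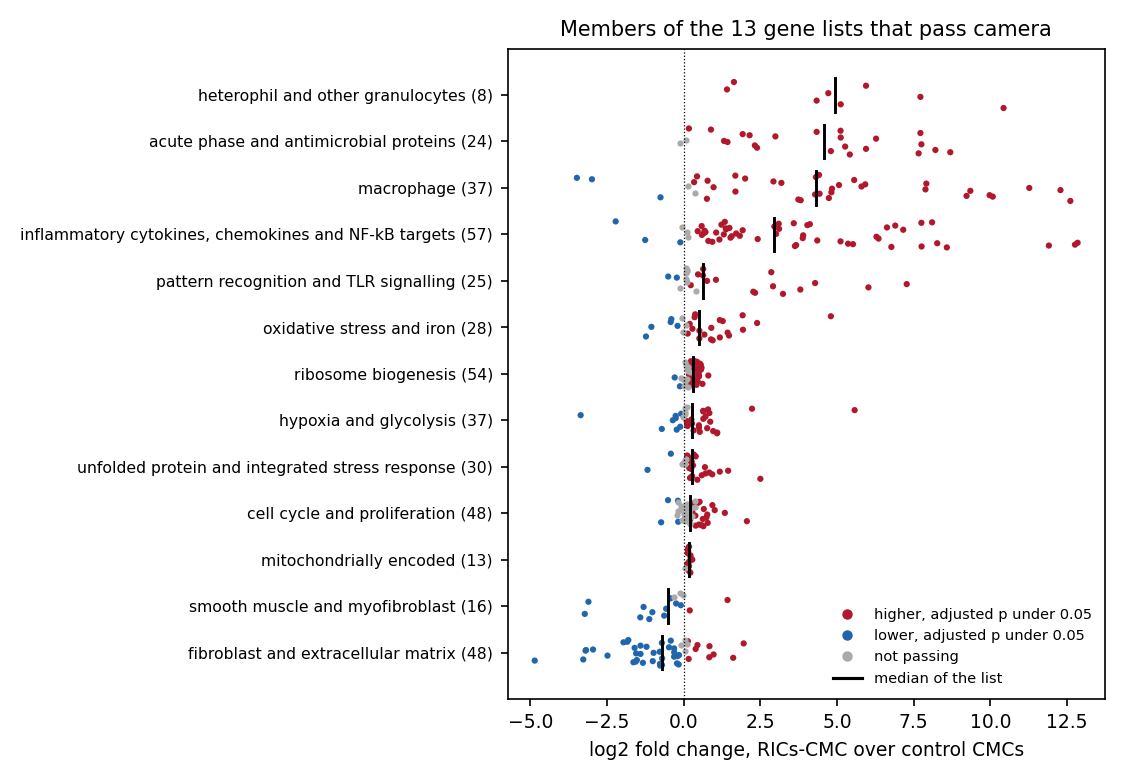
Log2 fold changes of the members (points) of the 13 lists that pass camera, with genes that have no read in a group placed at their bound and the number of genes tested in parentheses. List medians (bars) run from -0.71 for extracellular matrix to 4.92 for granulocytes, and those of the mitochondrially encoded, cell cycle, unfolded protein and hypoxia lists turn negative in TPM.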

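PDGFB, FGF10, FGF16 and IGF2 encode secreted factors. The product of PDGFB drives the division of mesenchymal cells through platelet-derived growth factor receptors. FGF10 and FGF16 signal through fibroblast growth factor receptors, and FGF10 is needed for the limb bud to grow out. IGF2 promotes the growth of embryonic tissues, muscle among them.

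PDGFB (ENSGALG00010012624) lies on chromosome 1 of GRCg7b from 50763055 to 50776555, on the plus strand. It rose from 1.66 ± 0.296 CPM (SD, n = 2) in control CMCs to 14.6 ± 1.81 CPM in RICs-CMC. This is a log2 fold change of 3.13 (standard error 0.166, adjusted p = 8.64e-14 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). FGF10 (ENSGALG00010013792), on the minus strand of chromosome Z from 14563506 to 14567474, had 6.68 ± 0.0986 CPM in control CMCs and 42.7 ± 2.31 CPM in RICs-CMC (SD, n = 2). Its log2 fold change was 2.67 (standard error 0.0825, adjusted p = 2.56e-18 from the same edgeR test). FGF16 (ENSGALG00010013552), on the plus strand of chromosome 4 from 12749341 to 12762263, went from 3.86 ± 0.177 to 11.5 ± 0.210 CPM (SD, n = 2). This gives a log2 fold change of 1.57 (standard error 0.134, adjusted p = 5.04e-10 from the same edgeR test). IGF2 (ENSGALG00010024580) lies on the plus strand of chromosome 5 from 13375704 to 13390733 and went from 5.64 ± 0.354 to 14.1 ± 0.0373 CPM (SD, n = 2). Its log2 fold change was 1.33 (standard error 0.118, adjusted p = 1.01e-09 from the same edgeR test). In each of these genes, both RICs-CMC libraries were above both control libraries. The spans of PDGFB, FGF10, FGF16 and IGF2 overlap no other gene in the deposited count table. IGF1, the related factor that the name IGF also covers, had 6 and 5 reads in the control libraries and 5 and 9 in RICs-CMC, too few to be tested.

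The factor sheet of Table S7 lists 39 ligands and related genes beside their values in these samples. Among the 36 of them with enough counts, PDGFB and FGF10 had the largest log2 fold changes, and FGF16 and IGF2 were among the 5 largest. Macrophage genes rose in the same libraries, among them CD14, which binds lipopolysaccharide, with a log2 fold change of 4.28. The design of 2 groups gives every higher gene this pattern, so it does not link these genes to the growth factors.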

Among the genes with significantly increased expression, we identified the top five growth factors involved in cell proliferation: PDGFB, FGF10, NGF, FGF16, and IGF (Figure 4A).

Further analysis of the TPM-corrected expression levels revealed a 2- to 7-fold increase in the expression of each of these genes in the ribosome-incorporated CMCs compared to control CMCs (Figure 4B). These results suggest that ribosome-incorporated CMCs release a variety of cell growth factors that may contribute to the observed enhanced cell proliferation.

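TPM express each gene as a share of all transcripts in its library, so a ratio of TPM between groups depends on what the other genes do. Genes with few reads, such as those of secreted growth factors, carry more counting noise than abundant ones. The ratios were taken as the mean deposited TPM of the 2 RICs-CMC libraries over that of the 2 control libraries, without a pseudocount.

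PDGFB went from 1.48 ± 0.269 TPM (SD, n = 2) in control CMCs to 10.8 ± 1.26 TPM in RICs-CMC, a ratio of 7.29. Taken between single libraries, the ratio of PDGFB ran from 5.93 to 9.05, the widest spread of these genes. FGF10 had 5.98 ± 0.225 TPM in control CMCs and 32.3 ± 1.51 TPM in RICs-CMC (SD, n = 2), and its ratio was 5.39, with 5.08 to 5.72 between single libraries. For FGF16, 2.93 ± 0.0772 TPM in control CMCs and 7.30 ± 0.103 TPM in RICs-CMC (SD, n = 2) gave a ratio of 2.50, with 2.43 to 2.57 between single libraries. IGF2 went from 4.54 ± 0.424 to 10.4 ± 0.255 TPM (SD, n = 2), a ratio of 2.29 with 2.11 to 2.49 between single libraries. The gap between the groups exceeded the range within each group for PDGFB, FGF10, FGF16 and IGF2, but 2 libraries against 2 cannot go below p = 0.33 in an exact two-sided permutation test. The deposited TPM of IGF2 were 0.838 times those computed from the deposited counts and gene lengths, against a median of 0.973 over all genes, so these tables do not rest on the same reads or lengths for IGF2.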

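Whether a secreted factor acts on a cell depends on its receptor and on binding proteins in the medium. Insulin-like growth factor binding proteins (IGFBP) hold back or carry IGF, and receptor tyrosine kinases pass the signal of PDGF, FGF and most other factors into the cell. mRNA levels do not measure secretion.

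Of the 36 tested genes of the factor sheet of Table S7, 12 were higher in RICs-CMC, 20 were lower and 4 did not pass edgeR's test, with the same counts adjusted over the list alone and a median log2 fold change of -0.25. The paper's text does not say how the genes of the sheet were chosen, so whether the choice was made apart from these values is not known. PDGFC at 1.24, the EGF family member HBEGF at 1.21 and the matrix protein gene TGFBI at 1.13 also rose more than 2-fold, and the angiogenic factor VEGFA rose by 0.52. HGF, which activates muscle satellite cells, went from 50.0 ± 1.28 to 11.8 ± 0.0561 CPM (SD, n = 2), a log2 fold change of -2.09 (standard error 0.072, adjusted p = 2.05e-17 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The ligand genes PDGFD and TGFB3 changed by -1.40 and -1.35. IGFBP5 fell from 335 to 66.4 CPM, while IGFBP4 rose from 516 to 871 CPM. GFRA2, a receptor subunit that the sheet holds beside the ligands, changed by -3.51. Camera gave the sheet an adjusted p of 0.160. In the full growth factor list of Table S7, 69 genes were tested, of which 30 were higher (31 when adjusted over the list alone) and 29 lower.

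Of 34 growth factor receptors, 13 were higher, 13 were lower (14 when adjusted over the list alone) and 8 did not pass, and the median of -0.16 and the mean of 0.17 differ in sign. PDGFRA, a receptor of PDGF, rose from 33.4 ± 0.0339 to 315 ± 6.30 CPM (SD, n = 2), a log2 fold change of 3.24 (standard error 0.040, adjusted p = 9.37e-26 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). FGFR1, the most abundant of the FGF receptors here, fell from 305 to 235 CPM. FGFR2, a receptor of FGF10 that was chosen after its values were seen, rose from 11.6 to 73.7 CPM. CSF1R, the receptor through which macrophages survive and which overlaps HMGXB3, rose by 3.81 on the log2 scale, beside the other macrophage genes. Of 35 further secreted growth factors and cytokines that Table S7 does not list, 18 were higher and 13 were lower. CCN3, a secreted matrix-bound regulator, rose from 75.2 to 1114 CPM, ANGPT2, which acts on vessels and lies over MCPH1, rose by 3.16, and the granulocyte factor CSF3, part of whose span another gene shares, rose by 6.63. From the rise of its growth factor genes, the paper proposes that ribosome-incorporated CMCs release a range of growth factors. In its view these may add to the proliferation seen with culture supernatant. That supernatant came from CMCs in DMEM, with another amount of ribosomes and another culture time. It did not come from the sequenced clusters, which floated in ESGRO medium for 14 days.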

## 4. Discussion

In this study, we demonstrated that the incorporation of *E.coli*-derived ribosomes into chicken muscle-derived cells (CMCs) resulted in the formation of multipotent-like cell clusters (RICs-CMC), which were capable of differentiating into mesodermal lineage cells, including adipocytes, osteoblasts, and chondrocytes. Furthermore, it was revealed that the conditioned medium derived from ribosome-incorporated cells significantly enhanced the proliferation of CMCs. RNA-seq analysis indicated increased expression of cell proliferation factors such as PDGFB, FGF10, NGF, FGF16, and IGF, suggesting that ribosome incorporation promotes the secretion of extracellular factors that stimulate cell proliferation. These findings suggest that ribosome-mediated transdifferentiation is not limited to mammalian cells but can be extended to a broader range of species, highlighting its potential applications in the cultured meat production industry.

Previously, we reported that ribosome incorporation induced multipotency in mammalian cells, including HDFs and MEFs [8,9,10]. However, the universality of this phenomenon in non-mammalian cells remained unclear. In this study, we sought to verify the universality of ribosome-mediated transdifferentiation using avian cells, specifically CMCs. We confirmed that ribosome incorporation into CMCs resulted in the formation of stem cell-like clusters. Additionally, we demonstrated that RICs-CMC could differentiate into mesodermal lineage cells, including adipocytes, osteoblasts, and chondrocytes, as assessed through Oil Red O staining, Alizarin Red S staining, Alcian Blue staining, and image analysis. Furthermore, quantitative analyses using RT-PCR and RT-qPCR were conducted to detect lineage-specific marker genes (adipocytes: PPARG, LPL; osteoblasts: RUNX2, COL1A2, SPP1; chondrocytes: COL2A1, COL10A1, Supplementary Table S1) [31,32,33]. Despite using multiple primer sets for each target gene, no lineage-specific marker genes were detected. The CulNet System is designed to provide a self-sustaining cell culture environment accessible to farmers [34]. However, the chicken strains raised on farms may differ from the White Leghorn strains commonly used in basic research, possibly leading to genomic differences and the inability to detect marker genes. Nevertheless, our results demonstrate that this phenomenon can be extended to avian cells, representing an important step toward broadening the applicability of ribosome-mediated transdifferentiation.

RNA-seq analysis revealed dynamic changes in gene expression triggered by ribosome incorporation. Notably, the expression of genes associated with cell growth factors, such as PDGFB, FGF10, and IGF, was significantly upregulated. For example, FGF10 is a critical growth factor that plays an essential role in limb formation during chick embryogenesis [35]. Furthermore, additional factors are believed to contribute to the regulation of cell proliferation. The upregulation of these genes suggests that ribosome incorporation activates pathways that enhance cell proliferation. Furthermore, immunocytochemical analysis showed that the ribosomal protein L12 localized not only to the cytoplasm but also to the nucleus, hinting toward a potential role in regulating gene expression to enhance the secretion of cell growth factors. Further investigations using proteomics and metabolomics are necessary to gain deeper insights into the intracellular and extracellular changes induced by ribosome incorporation [36,37].

The findings of this study have significant implications for the cultured meat industry. One of the major challenges in cultured meat production is the high cost associated with growth factors and culture media [17]. As demonstrated in this study, CMCs that incorporated ribosomes secrete growth factors that promote cell proliferation, offering a novel strategy to address this challenge. Moreover, integrating the ribosomes into the CulNet System could strengthen the self-sustaining culture environment by enabling cells to produce the growth factors necessary for their proliferation. This integration is expected to improve production efficiency and reduce the overall cost of cultured meat production.

However, several challenges remain to be addressed. First, it is necessary to determine whether ribosome incorporation induces similar transdifferentiation effects in other non-mammalian species and cell types. Additionally, the long-term stability of ribosome-incorporated cells and the functionality of the secreted growth factors under practical conditions require thorough evaluation. Furthermore, safety assessments and regulatory compliance of this technology in food production are essential for its commercial application.

We clarified that by introducing ribosomes into the cells, we can promote the secretion of growth factors. However, these results were obtained using culture dishes, and in practice, there are limitations in scaling up and improving the quality for the industrial production of cultured meat. In the future, applying ribosomes to the CulNet System will be necessary to investigate the conditions for producing high-quality cultured meat on a large scale. Elucidating the molecular mechanisms underlying ribosome-mediated transdifferentiation is crucial for optimizing this technology and expanding its range of applications.

## 5. Conclusions

In this study, we demonstrated that incorporating ribosomes into CMCs induces the formation of multipotent-like cell clusters (RICs-CMC). These RICs-CMC were shown to differentiate into mesodermal lineage cells, including adipocytes, osteoblasts, and chondrocytes. Furthermore, the conditioned medium derived from ribosome-incorporated cells significantly promoted the proliferation of CMCs. RNA-seq analysis revealed the upregulation of genes encoding growth factors associated with cell proliferation, such as PDGFB and FGF10.

These findings suggest that ribosome-incorporation technology is not limited to mammalian cells but is also applicable to avian cells, where it facilitates the induction of multipotency and the secretion of growth-promoting factors. Importantly, the use of supernatant derived from ribosome-incorporated cells highlights the potential to construct a self-sustaining, cost-effective cell culture environment within the CulNet System.

Taken together, the integration of ribosome-incorporated cell technology with the CulNet System represents a promising approach to enhance production efficiency and reduce costs in cultured meat production. This strategy could contribute to the future development of sustainable protein production technologies.

## Figures and Tables

**Figure 1:**
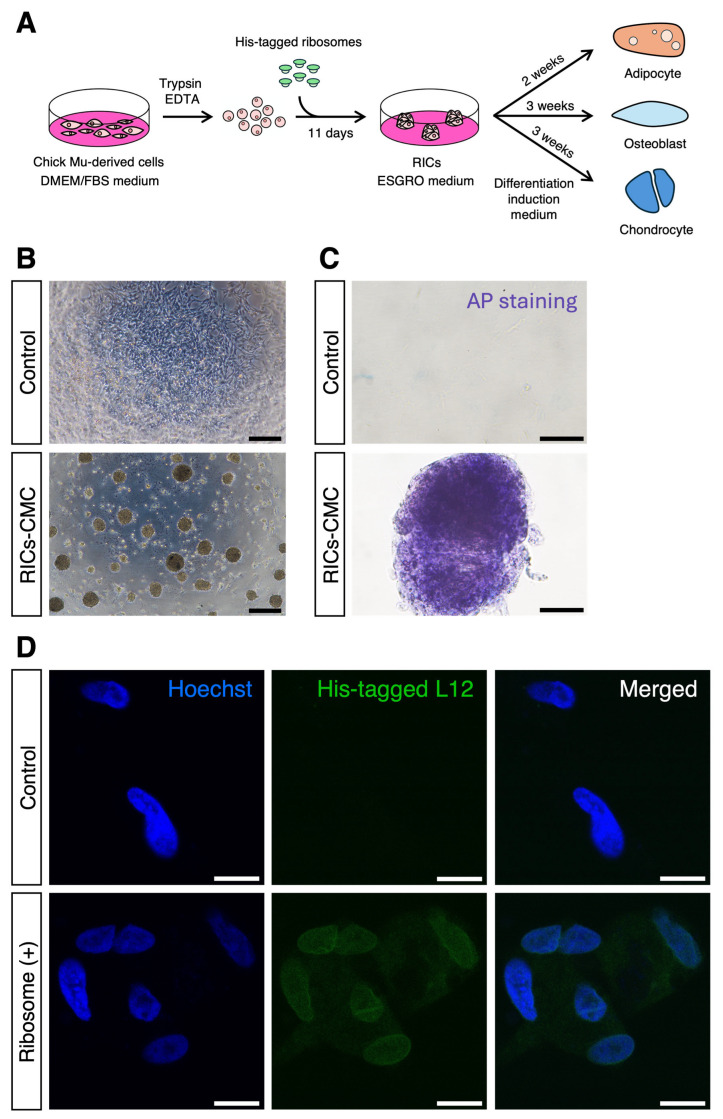
Ribosome induces cell cluster formation in CMCs. (**A**) Illustration of the ribosome incorporation method. (**B**) Cluster formation of CMCs incorporating ribosomes; 40 µg of ribosomes were added to 1.0 × 10^5^ cells per well in a 4-well dish. Cluster formation was recorded 1 day after incorporation. Scale bars: 300 µm. (**C**) AP staining of RICs-CMC; staining was performed 6 days after incorporation. Scale bars: 50 µm. (**D**) Localization of exogenous ribosomes in RICs-CMC. Immunocytochemistry was performed using an anti-6× His antibody, which recognizes the His-tagged L-12 ribosomal protein to confirm ribosome incorporation into RICs-CMC on day 2 after incorporation. Scale bars: 10 µm.

**Figure 2:**
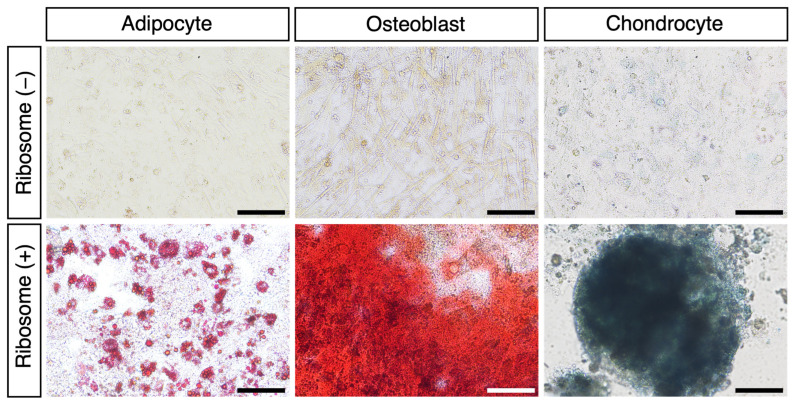
Ribosome-incorporated CMCs differentiate into adipocytes, osteoblasts, and chondrocytes. For each condition, 10–100 clusters were transferred to a specific differentiation induction medium (per well of a 24-well dish) and cultured for 14 days (adipocytes) or 21 days (osteoblasts and chondrocytes). Differentiated adipocytes, osteoblasts, and chondrocytes were stained with Oil Red O, Alizarin Red S, or Alcian Blue, respectively. Optical microscope images are shown. Scale bars: 100 µm.

**Figure 3:**
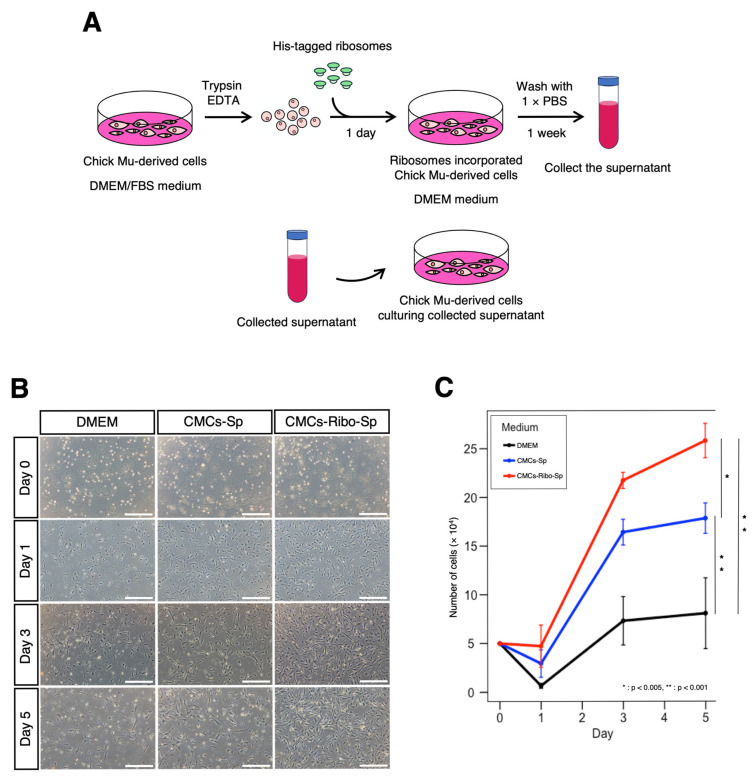
Ribosome-incorporated CMC culture supernatants enhance cell proliferation. (**A**) Illustration of the ribosome incorporation method. (**B**) CMC proliferation progress; CMCs were seeded at 5.0 × 10^4^ cells per well in a 24-well dish and cultured in the following media: DMEM (serum-free), CMCs-Sp (culture supernatant of CMCs), and CMCs-Ribo-Sp (culture supernatant of CMCs incorporated ribosomes). Optical microscope images are shown. Scale bars: 500 µm. (**C**) Cell growth was monitored daily until day 5, with cell counts plotted over time. Cells were counted using a hemocyter. Tukey’s multiple comparison test was used to compare cell counts (*n* = 4, *: *p* < 0.005, **: *p* < 0.001).

**Figure 4:**
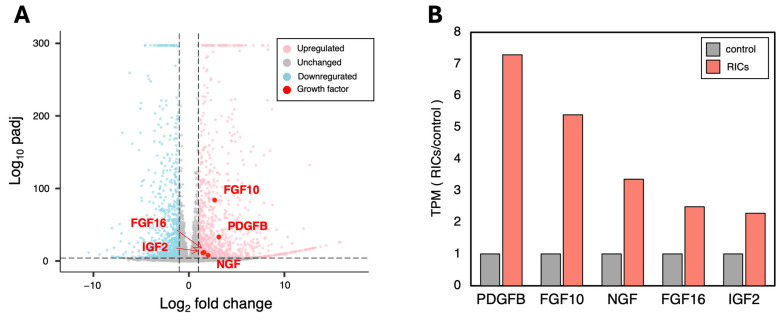
RNA-seq analysis reveals increased expression of various cell growth-related factors in RICs-CMC. (**A**) Differentially expressed genes (DEGs) analysis was performed. Five growth factor-related genes showed a particularly high increase in expression (Log2 fold change > 1, Log10 padj > 5). (**B**) Changes in expression levels of the top 5 genes, which exhibited the most significant fluctuations in expression. TPM-corrected values are shown (*n* = 2).

## Data Availability

The data are available upon request to the corresponding author.

## Supplementary Materials

The following supporting information can be downloaded at: https://www.mdpi.com/article/10.3390/jdb13020019/s1, Supplementary Table S1: Antibodies used in Immunocytochemistry.; Supplementary Table S2: Statistical Analysis of Staining for differentiated Adipocyte and Osteoblast.; Supplementary Table S3: Counted Cell Number of Proliferation assay.; Supplementary Table S4: RT-PCR and RT-qPCR Primers.; Supplementary Table S5: RNA-sequencing analysis by DEseq2 tool.; Supplementary Table S6: RNA- Sequencing-Significant DEG analysis by TPM.; Supplementary Table S7: RNA- Sequencing-Significant DEG analysis by TPM for growth factor.

# Supplementary material for: Ribosome Incorporation Transdifferentiates Chick Primary Cells and Induces Their Proliferation by Secreting Growth Factors
**Source:** J Dev Biol. 2025 Jun 1;13(2):19. doi: 10.3390/jdb13020019
**Supplement:** Supplementary file 1

**Supplementary Table S1: Antibodies used in Immunocytochemistry**

| Primary Antibody | Host  | Dilution | Company |
|------------------|-------|----------|---------|
| Anti-6X His tag® | Mouse | 1:200    | Abcam   |

| Secondary Antibody                    | Host | Dilution | Company         |
|---------------------------------------|------|----------|-----------------|
| Goat Anti-Mouse IgG2a, Human ads-FITC | -    | 1:800    | SouthernBiotech |

# Supplementary material for: Ribosome Incorporation Transdifferentiates Chick Primary Cells and Induces Their Proliferation by Secreting Growth Factors
**Source:** J Dev Biol. 2025 Jun 1;13(2):19. doi: 10.3390/jdb13020019
**Supplement:** Supplementary file 1

**Supplementary Table S4: RT-PCR & RT-qPCR Primers**

| Gene    | Forward                | Reverse               |
|---------|------------------------|-----------------------|
| GAPDH   | GGTGGTGCTAAGCGTGTTA    | CCCTCCACAATGCCAA      |
| PPARG   | CGAATGCCACAAGCGGAGAAGG | CTTGGCTTTGGTCAGCGGGAA |
| LPL     | AGTGAAGTCAGGCGAAAC     | ACAAGGCACCACGATT      |
| RUNX2   | TCTCTGAACTCTGCACCAAGTC | GCTCGGAAGCACCTGAGAGG  |
| COL1A2  | AAGGATGGTCGCAATG       | GGTGGCTAAGTCTGAGGT    |
| SPP1    | CAGAACAGCCGGACTTTC     | CTTGCTCGCCTTCACCAC    |
| COL2A1  | GGACCAGCAAGACGAAAGAC   | ATATCCACGCCAAACTCCTG  |
| COL10A1 | CCACCTGGATTCTCCACTGT   | TGCCAACTTCTCCAGGTTCT  |

How the deposited data were processed for this re-analysis (not part of the article)

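RNA-seq had been done on control CMCs and on RICs-CMC, with 2 libraries in each group, after 14 days in ESGRO medium. For the counts, the authors trimmed the reads with fastp 0.23.4, aligned them to GRCg7b with HISAT2 2.2.1 and counted read pairs over exons with featureCounts 2.0.1 and an Ensembl annotation, without a strand setting. The deposited counts are whole numbers, not normalized, for 30108 genes. The deposited TPM were computed by the authors for the same genes, and each library sums to 1000000. How gene lengths entered the TPM is not stated in the paper's text. Of 12536 genes with 100 reads or more, 441 had a deposited TPM under 0.5 times and 200 over 2 times the value computed from the deposited counts and lengths, and 1801 genes with reads were listed at 0 TPM in all libraries. The paper's own comparison used DESeq2, and its results stand in Table S5, of which 1999 of 16075 rows were at hand, as were 1999 rows of Table S6.

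The deposited tables name no genes. Names came from Table S7 for 84 genes, from Table S6 for 1856 genes and, for 12359 genes, from the RefSeq gene of GRCg7b with the best overlap in both directions, of at least 0.2 of the joint span (the reference gives no strand). The other 15822 genes stayed without a name. Of 1752 genes that both Table S6 and the position named, 1721 (98.2%) had the same name or a synonym. Members of gene lists were matched by symbol. Matching by synonym as well was dropped after list results had been seen, because it had drawn in wrong genes.

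Counts were analyzed in R 4.3.3 with edgeR 4.0.16, with TMM factors, filterByExpr (a minimum count of 10 and a total of 15), and the quasi-likelihood test with Benjamini-Hochberg adjustment over the 14341 genes kept. The spread between libraries corresponded to a biological coefficient of variation of 0.0338, with 2 residual and 19.7 prior degrees of freedom. Standard errors given with edgeR's test were computed back as the absolute log2 fold change over the square root of the test's F statistic. They can be too small for genes with few reads in a group. DESeq2 1.42.0 and limma 3.58.1 (voom, trend, camera and fry) served for alternatives and list tests. Tables were prepared with Python 3.11.15 and pandas 2.3.3. Folds against a group without reads were set against a floor of 3 counts over the group, and against 1 to 3 reads they were given with a 95% counting interval. Intervals and floors cover counting error only. The total of 19949036 to 26960810 read pairs per library set the depth.

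The fit was tested on counts simulated from the real means and library sizes for RICs-CMC against control CMCs, with 200 genes changed by known folds. Of the genes changed 1.5-fold, 2-fold and 4-fold, edgeR called 77.6%, 92.5% and 98.5%, with 6 false calls over 14184 genes. DESeq2 called 61.2%, 71.6% and 89.4%, and limma-voom 76.1%, 91.0% and 98.5%. The simulation gave all genes and both groups the same common dispersion. It also changed far fewer genes than were called in the data, with equal numbers up and down. It therefore does not test the scaling, nor the share of false calls, where many genes change.

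The text names genes by a rule. It takes every gene that the paper names as measured, the 12 largest rises and the 12 largest falls with a mean of at least 10 CPM, up to 4 members of each list with the largest change and a mean of at least 1 CPM, the 2 most abundant members of each list, the 5 most abundant genes of each group and the genes of the factor sheet of Table S7. Table S6 and Table S7 had been read when the lists were drawn up, so values of abundant genes count as seen. The 33 lists cover growth factors and receptors, cell types, stress and immune responses, and ribosomes. COL2A1 found no gene by name.

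Alternatives were another test (DESeq2, limma-voom), other scalings (RLE, total counts, TMM without the 20 most abundant genes), other filters on low counts, limma on the deposited TPM with pseudocounts of 1 and 0.1, the replicate number as a block, leaving out each library in turn, and other list tests. The replicate numbers of the 2 groups are shared in the labels only, and no source in the paper's text pairs them. Groups of 2 libraries are too small for a permutation test across genes. A comparison of enriched terms was not made, since Tables S5 and S6 were held in part.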

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

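The test of leukocyte genes was written before its result was seen, and the tests of scaling, of the way of collection, of abundant genes, of bacterial material and of the share of matrix-producing cells were chosen after the results were seen. The lists below drew attention because the paper does not discuss these genes and their expression in RICs-CMC lies above that in control CMCs. Median log2 fold changes were 4.41 for the macrophage list, 4.92 for heterophils and other granulocytes, 4.57 for acute phase and antimicrobial proteins and 2.95 for inflammatory cytokines, chemokines and NF-kB targets. Of these lists, 5 of 37, 5 of 8, 7 of 24 and 6 of 57 tested genes also stand on another list. Over the genes on no other list the medians were 4.77, 1.64, 2.39 and 2.95, the second over 3 genes. Control CMCs expressed 23, 2, 15 and 39 of these genes at a mean of at least 1 CPM, so part of each list is not foreign to the culture.

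Macrophage genes were higher in the libraries in which PDGFB, FGF10, FGF16 and IGF2 were higher. With only 2 groups, every gene called higher shares this, so it says nothing on a common source. Scaling of the libraries does not account for the macrophage genes, since the other scalings shifted the median of all genes by no more than -0.23, small beside 4.41. With so small a shift the median of the macrophage list had to stay high, and its lowest value over the other scalings was 3.22. That value is on log2(TPM + 1), where the added 1 and the filter on low TPM enter beside the scaling. Leukocytes among the RICs-CMC are a candidate source. Of 37 symbols of leukocyte signaling and cytoskeleton that stand on no other list, 26 genes were tested. Over these the median log2 fold change was 3.43 (quartiles 0.52 and 5.32), with 19 genes higher and 6 lower, and the median level went from 0.847 to 22.0 CPM. The filter keeps genes with enough counts in 1 group alone, such as IKZF1 with 0 reads in control CMCs and 459 in RICs-CMC. Genes low in both groups drop out, which can raise this median. The 6 lower genes, PARVG, NCKAP1L, RCSD1, ITGA4, PIK3CD and ARHGDIB, do not exclude leukocytes, since control CMCs expressed them too, for ARHGDIB at 199 CPM and for RCSD1 at 49.9 CPM, and such levels can hide a leukocyte share. PARVG and NCKAP1L, at 2.08 and 5.15 CPM in control CMCs, had no such level and were lower as well, so whether leukocytes are the whole source stays open. Of the macrophage genes, LY86 was lower and FCER1G was at 0.571 CPM in RICs-CMC, beside 1192 CPM for MARCO. CD74 went from 7.86 to 13.3 CPM, but its gene overlaps TCOF1 on the opposite strand, so its count is uncertain. LY86, FCER1G and CD74 were chosen after their values were seen. No step to remove leukocytes is named in the paper's text. A change of the muscle-derived cells themselves after ribosome incorporation, which the design names, stays open and untested. Collection of floating cells rather than ribosome incorporation cannot be told apart from the ribosomes, since the number of libraries in which the way of collection and the ribosomes differ is 0.

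For the inflammatory and acute phase genes, leaving out the 20 most abundant genes left the median of the inflammatory list at 2.95 and so decides nothing for it, and moved that of the acute phase list from 4.57 to 3.66. That setting shifted the median of all genes by only -0.0033 and also took the abundant genes out of the lists. The fall to 3.66 thus reflects members lost and not a change of scale. Total counts and TPM, which shifted the median of all genes by -0.13 and -0.23, gave 2.82 and 1.83 for the inflammatory list and 4.44 and 3.77 for the acute phase list. A few genes taking most of the counts is thus argued against as the whole cause, the lowest of these medians being 1.83. Bacterial material carried over with the ribosomes may contribute, since preparations from E. coli can hold lipopolysaccharide, and TLR4 and CD14 are present in RICs-CMC. With 0 libraries of cells given a bacterial preparation without ribosomes, bacterial material carried over with the ribosomes and the ribosomes themselves cannot be told apart.

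For the matrix genes that fell, a lower share of matrix-producing cells was set against the genes of the extracellular matrix list called higher, which numbered 9. A smaller share need not lower genes that other, growing cells express too. Which cells express the 9 genes was not tested, so these 9 do not decide the question. Among them LAMB1 rose by 1.95 and FBN2 by 1.61 (both chosen after their values were seen). A smaller share together with a change inside the cells, or with more of other cells, could give both falls and rises. The 9 higher genes do not exclude a lower share of matrix-producing cells as the whole or as part of the cause. The effect of ribosome incorporation itself on matrix genes stays open as untested.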

How the results depend on the processing

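All alternatives here were set before the deposited tables were examined, except the restriction to genes whose deposited TPM lie within 2-fold of the counts, which was chosen after seeing them. The log2 fold changes of PDGFB, FGF10, FGF16 and IGF2 kept their direction and stayed past the threshold under every alternative run, with ranges of 2.25 to 3.31, 2.25 to 2.73, 1.08 to 1.62 and 1.04 to 1.38, fits without 1 library included. The count of higher ligands ran from 10 to 12 and that of lower ligands from 16 to 25.

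limma on the deposited TPM moved the balance of calls, and the cause was not tested beyond the shift of the median. With log2(TPM + 1), log2(TPM + 0.1) and log2(TPM + 1) without a filter, 2014, 1994 and 2391 genes were higher, or 23.5%, 23.4% and 25.9% of calls against 50.9% under TMM and 36.2% with total counts. Lower were 6560, 6532 and 6837, and 5838 with total counts. Over 2-fold higher were 700, 792 and 757. Past the paper's thresholds, 313, 240 and 0 were higher and 351, 285 and 0 lower, where the unfiltered limma fit had 2849 higher and 8006 lower at an unadjusted p under 0.05 and DESeq2 called 905 and 754 at the same thresholds. edgeR's glmTreat against a fold of 2 called 955 genes lower, by its stricter null. The lower lists called numbered 4, 4 and 4 on the TPM scales. The mitochondrially encoded list reversed to -0.10 on each of them, and GAPDH reversed to -0.012 with total counts and to -0.15, -0.15 and -0.15 in TPM. SMTN reversed to -0.079, -0.088 and -0.079 in TPM, and FCER1G, which passes no test, ran from -0.050 to 0.97 without 1 library.

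Camera with an estimated correlation, which rests on 2 residual degrees of freedom and so has little power, called 0 lists higher and 0 lower. It had 4 lists at an unadjusted p under 0.05. The test fry, which does not compare a list with other genes, called 20 higher and 8 lower. With 1 added to the mean TPM, the ratios were 4.76 for PDGFB, 4.76 for FGF10, 2.11 for FGF16 and 2.06 for IGF2. Taken from TMM-normalized CPM they were 6.40 for FGF10 and 2.98 for FGF16. Leaving out 1 library at a time gave 4035 to 4438 higher and 3901 to 4190 lower genes, with the lone library of a group assumed to vary like the others. Of the other values, 1251 for single genes and 526 for lists kept direction and side of the threshold. Stronger were 46 list values and 4 values of RUNX2 (total counts and TPM), and weaker were 19 list values and 14 values of the genes ARHGDIB, CD74, CX3CL1, DES, PARVG, SMTN and STAB2. The added restriction gave 4274 higher and 4169 lower genes.

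The libraries share a replicate number only. With the number as a replicate block, 4636 genes were higher and 4469 lower, 1191 and 1099 past the paper's thresholds, and the deviations of same-numbered libraries had a correlation of 0.0104 across genes. Of PDGFB, FGF10, FGF16 and IGF2, PDGFB had the fewest reads in control CMCs, 39 and 32, and FGF16 the fewest in RICs-CMC, 269 and 294. Depth leaves IGF1 untested.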

Differences from the paper's values

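The TPM ratios of PDGFB, FGF10, FGF16 and IGF2 equal the paper's values. The edgeR log2 fold changes of PDGFB (3.13) and FGF10 (2.67) lie within the errors of the paper's 3.14 and 2.70, and those of FGF16 and IGF2 are not compared here. Outside them lie the TPM fits for both genes and total counts for FGF10 (2.54). The PDGFB ratio with 1 added (4.76) also differs from the paper's 7.29. The -log10 adjusted p differs. For PDGFB the paper's value in Table S5 is 33.2, and edgeR's quasi-likelihood test gave 13.1. DESeq2 (30.6) and the fit without control replicate 2 (45.1) fall within 1.5 times of the paper's value, and limma-voom, the other scalings, the filters, the TPM fits, the replicate block and the other fits without 1 library do not. For FGF10 the paper's value is 84.0, and edgeR's test gave 17.6. DESeq2 (77.5) and the fits without control replicate 1 (110.5) and without control replicate 2 (110.4) fall within 1.5 times of it, and the other alternatives do not. The paper's methods name DESeq2.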

Other observations

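The choice of single genes marked here as such was made after their values were seen, and the lists and the cell count comparison were planned. The paper stains cells cultured in differentiation media as adipocytes, osteoblasts and chondrocytes, and states that RT-PCR and RT-qPCR found none of its marker genes of these lineages, with several primer pairs tried per gene. In the RNA-seq libraries, which come from ESGRO medium and not from those media, the adipocyte genes PPARG and LPL had log2 fold changes of -1.05 and -1.61 in RICs-CMC. RUNX2, a regulator of osteoblasts whose gene overlaps SUPT3H, changed by -0.30 and did not pass edgeR's test (adjusted p = 0.0711). COL1A2 changed by -0.71, SPP1 by 2.09 and ALPL, the gene of alkaline phosphatase, by 0.74. COL10A1, a collagen of cartilage whose gene overlaps NT5DC1, changed by -2.20 with 65 reads in control CMCs and 16 in RICs-CMC. A fall is not absence. Over the 4 libraries together, PPARG had 14309 reads, LPL 72287, COL1A2 617302 and SPP1 20416, against 541 for RUNX2 and 81 for COL10A1. GAPDH, which stands among the paper's RT-PCR and RT-qPCR primers, changed by 0.12 and reverses with total counts and in TPM.

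None of the lists of cell types and cell states that follow passed camera at an adjusted p under 0.05, so only their single genes are described. Of 26 adipocyte genes, 8 were higher and 16 lower (median -0.41, mean 0.06), with SCD and PLIN4 among the higher and FABP4 among the lower. Of 15 osteoblast genes, 4 were higher and 6 lower, and of 19 chondrocyte genes, 4 were higher and 9 lower. Of 13 epithelial genes, 8 were higher (9 adjusted over the list alone) and 3 lower, and the cadherin gene CDH1 rose from 0.233 to 36.6 CPM. Of 16 genes of the epithelial-mesenchymal transition, 9 were higher and 6 lower, and VIM, the intermediate filament of mesenchymal cells, changed by -1.35. Of 12 pluripotency genes, 6 were higher and 4 lower. KLF4 rose by 1.85, and the chick Pou5f3, chosen after its values were seen, had no read in control CMCs and 40 in RICs-CMC, at least 11.7-fold higher. Of 12 endothelial genes, 5 were higher and 4 lower, of 8 erythroid and thrombocyte genes, 2 were higher and 4 lower, and of 13 genes of neurons and Schwann cells, 4 were higher and 7 lower. The smallest adjusted p by camera among these cell type lists was 0.0914, for the lymphocyte list.

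Of 36 interferon response genes, 17 were higher and 5 lower, of 23 genes of apoptosis and p53 targets, 8 were higher and 8 lower, and of 19 genes of sterol synthesis, 2 were higher and 9 lower. Of 26 matrix proteases and inhibitors, 10 were higher and 10 lower, with MMP7 at 5.74 and MMP9 at 4.71. None of these lists passed camera, the smallest adjusted p among them being 0.0775 for interferon response.

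The cell counts of Table S3 are the paper's. In its 4 sets, cells in supernatant of ribosome-incorporated CMCs outnumbered those in supernatant of ribosome-free CMCs 1.62 ± 0.083 times on day 1, 1.33 ± 0.114 times on day 3 and 1.46 ± 0.193 times on day 5 (SD, n = 4 sets). Each comparison had p = 0.13 in an exact two-sided sign-flip test, the smallest that 4 sets allow. From day 1 to day 5 the cells grew 6.52 ± 3.46-fold in the former and 7.54 ± 4.38-fold in the latter (SD, n = 4 sets). This spread between sets exceeds the gap between the means. The ratio of growth per set was 0.904, from 0.763 to 1.11 (exact sign-flip test, p = 0.25). The paper tested its counts by Tukey's multiple comparison and reports a significantly higher proliferation rate in supernatant of ribosome-incorporated CMCs, after adhesion like that in the other supernatant. In these counts the gap was already there on day 1 and did not widen in ratio by day 5.

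Of the genes of Table S5 at hand, 10 had no count in the deposited table. For the other 1989, the paper's log2 fold change differed from that of DESeq2 on the deposited counts by a median of 0.011, by under 0.1 for 1864 genes and by over 1 for 31 genes, with no change of sign in that comparison of fitted values.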
